A study of Mus musculus with 4 samples.

How the data were processed

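Chromatin accessibility was measured by single-nucleus ATAC-seq in mammary epithelial cells of CD1 mice, an outbred laboratory strain. In this assay the Tn5 transposase cuts and tags open chromatin, and each nucleus is recognised by a combination of barcodes. Per the labels, cells were sorted as EpCAM-positive and lineage-negative from mammary tissue of fetuses at embryonic day 18 and of adult mice at 8 weeks, with 2 biological replicates at each stage. Per the labels' protocols, 2000 nuclei were placed in each tagmentation well, with 32 wells for each adult replicate and 16 wells for each fetal replicate. The wells were then pooled and 20 nuclei were sorted into each of 768 wells for the second barcode. A barcode pair can therefore be shared by more than 1 nucleus, and no doublet caller was run here because the deposited clusters were taken as they stood. Tissue collection dates and sequencing runs were not named in the labels, so no batch other than the replicate number could be examined, and a batch that follows stage cannot be told apart from stage.

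The deposited files of each library were a list of read positions with a barcode for each read, and a list of the barcodes that the authors kept as nuclei. Per the labels' protocols the text stops before alignment, so the aligner, genome build, any shift of cut sites and the removal of duplicates were not stated. The deposited read positions ran from 163 to 200 bases in length, with a median of 195 bases, and no line was repeated within a library. Both ends of a fragment were listed as separate reads, and the positions were used without any shift. Every kept nucleus had at least 2000 reads.

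Files for the whole series gave region lists, motif scores, gene scores and pair scores. The authors' deposited region lists held 21179 promoter lines, of which 19204 were distinct, and 145453 distal regions, each 1000 bases wide. The authors' deposited table of motif scores gave a chromVAR deviation score for 427 motifs in each of 7846 nuclei, with a cluster number from 1 to 14 and the count of reads per nucleus. That deposited count equalled the number of reads carrying the barcode in all 7846 nuclei. Deviation scores are relative values centred near 0, and the motif collection and settings were not stated. A further deposited table gave Cicero co-accessibility scores for pairs of regions over all nuclei. The deposited gene accessibility score, also from Cicero by its name, covered 11327 genes in 7846 numbered columns. Those columns named no sample, so they were used only as 1 pooled table, and the intended stage test of gene scores could not be made.

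Samples were grouped by stage from their titles, and each nucleus was assigned to its library by the library name in its identifier. Reads of listed barcodes were counted in every region they overlapped by at least 1 base and summed per library, since nuclei of a library are not replicates of each other. Distal and promoter regions were tested separately, fetal against adult, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. TMM factors were computed over the tested regions, regions with a mean under 10 reads per library were left out, and a Benjamini-Hochberg adjusted p under 0.05 was called a difference. TMM factors lay between 0.973 and 1.01 for distal and promoter regions. Levels are given as CPM, that is, reads in the region scaled to the TMM-adjusted total of reads in tested regions. The SE of an edgeR log2 fold change was derived as its absolute value over the square root of the test's F statistic. It is not an SE of the fit, and with few reads in a stage it can lie below counting error. Motif scores were averaged over the nuclei of each library and tested with limma 3.58.1 under the same threshold. The main design had no block for the replicate number, because the labels do not say that equal numbers share a litter, day or batch. DESeq2 1.42.0 was used as an alternative count model. Counting, tables and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

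The tests, the fixed lists of genes and motifs, the marker genes and most alternatives were chosen before the data were examined. For distal and for promoter regions, the named regions were the 5 with the largest rise and the 5 with the largest fall in log2 fold change among called regions with no overlap between the stages and a mean of at least 50 reads per library. For motifs the 5 largest called changes in each direction without overlap were named. A fixed list of 20 genes and a fixed list of motifs were reported whatever their values. Listed STAT5 was read as the Stat5a and Stat5b columns.

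The deposited clusters carry no names. Reads were therefore counted over the span of each gene with 2000 bases on either side, for 21883 genes, and summed per cluster. A marker was raised in a cluster when its log2 level in CPM, with 2 added, was at least 0.5 above the mean of the log2 values of the other clusters and it held at least 10 reads. A cluster took the name of a marker list when more than 50% of that list, and at least 3 markers, were raised for that list alone. A cluster with most general luminal markers raised, and either both or neither of the finer luminal lists, was called luminal-like. The marker genes were fixed beforehand, but this scoring was set after marker levels had been seen. With the arithmetic mean of the other clusters as the reference, the fetal clusters 4, 5 and 9 lost their names and cluster 14 became mature luminal-like. Stage differences within a class were fitted on distal reads summed per class and library, for the basal-like and luminal progenitor-like classes, which had at least 50 nuclei in all 4 libraries. The difference of the stage effects between these classes was tested as an interaction over 8 sums. Mature luminal-like nuclei were too few in the fetal libraries for such a fit.

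Gene names came from a RefSeq table of assembly GRCm38.p6. The genome build of the deposited positions was not stated, so names only were taken from that table and no coordinate of it is given. A gene end of the table lay inside 54.3% of the 19204 promoter regions, against 4.46% after a shift of 10000 bases and 3.61% after a shift of 100000 bases. The table gives gene spans without exons, so regions are described as overlapping a gene span or as lying between genes.

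The stage tests were run first on simulated data with the real means and library sizes and a common dispersion, or for motifs a common SD, taken from the data. With 200 regions changed by a log2 value of 2, the test called 48% of them among 122865 distal regions and 97.5% among 18570 promoter regions, with 5 and 7 unchanged regions called. The class tests called 39.5% among 27917 basal-like regions and 53.5% among 60254 luminal progenitor-like regions, with 4 unchanged regions called in each. For 40 of 427 motifs changed by 1 score unit, 100% were called and 1 unchanged motif was called. The interaction test was simulated only after its result had been seen, with all 8 sums drawn independently. It called 0% of 200 changes of log2 2 among 45093 regions, with 0 unchanged regions called. For 200 changes of log2 4, a size chosen after that outcome, it called 80%, with 9 unchanged regions called, so smaller differences between the classes can be missed. All simulated changes that were called had the right direction. With Benjamini-Hochberg adjustment the share called depends on how many regions change, and each real test of regions called far more than 200. The simulated shares are therefore not the sensitivity of the tests in these data.

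Shares of nuclei are given with exact binomial 95% intervals, which cover counting error only. Reads of 1 nucleus, and both ends of a fragment, are not independent. Where the listed nuclei of a stage had no read in a named region, the fold is given against 3 reads over that stage. This would be a lower bound for independent reads. With both ends of a fragment listed, the true bound is lower. Listed libraries held between 6028168 and 19304830 reads, so a region at the minimum mean of 10 reads has wide counting error, most of all in the smallest library, fetal replicate 1. Alternatives covered the count model, normalization, filters, counting by nuclei, unlisted barcodes, thinning, the replicate number as a block and each library left out in turn.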

Results

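Nuclei of sorted mouse mammary epithelium were profiled by single-nucleus ATAC-seq at 2 stages, embryonic day 18 and 8 weeks of age, with 2 libraries per stage. By the title of the series, the study addresses regulators of cell states and relations between lineages in mammary development, and its design gives the comparison of fetal with adult nuclei. The authors kept 882 and 1695 nuclei in fetal replicates 1 and 2, and 2465 and 2804 nuclei in adult replicates 1 and 2. These nuclei held 6028168, 15801908, 13588107 and 19304830 reads, in the same order. That was 94.3%, 95.3%, 86.9% and 87.6% of all reads in the files. The median number of reads per nucleus was 5535.5 and 7488 in the fetal libraries and 4420 and 5457.5 in the adult libraries. By stage this came to 6512 ± 1381 (SD, n = 2) in fetal and 4939 ± 734 (SD, n = 2) in adult libraries. Both fetal medians lay above both adult medians, but fetal replicate 1 was closer to adult replicate 2 than to its own replicate.

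Promoter regions, a list of 19204 distinct regions of 1000 bases, received 23.1% ± 1.46 (SD, n = 2) of the reads of fetal nuclei and 23.4% ± 1.85 (SD, n = 2) of those of adult nuclei. Distal regions, a list of 145453 regions of the same width, received 40.2% ± 0.112 (SD, n = 2) in fetal and 41.3% ± 1.53 (SD, n = 2) in adult libraries. Neither share differed between the stages by more than the larger SD. Counting a read only where its midpoint lay in a region moved these shares most in percentage points, to 37.4% for the fetal distal share. Across the 28608 distal regions with a mean of at least 50 reads per library, log2 levels of libraries of 1 stage correlated at r = 0.907 (fetal) and 0.915 (adult), and libraries of different stages at 0.236 to 0.279. Across the 12675 promoter regions above that mean the values were 0.952 and 0.966 within stages and 0.832 to 0.852 between stages. These correlations run across regions, which are not independent replicates.

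The deposited table placed the 7846 nuclei in 14 clusters, and nearly all clusters held nuclei of 1 stage. In 13 of the 14, between 93.0% and 100% of the nuclei came from 1 stage. The exception was cluster 6, with 56 fetal and 157 adult nuclei. By the marker rule, clusters 1, 4 and 8 were basal-like, clusters 3, 5, 7 and 9 luminal progenitor-like, clusters 2 and 11 mature luminal-like, cluster 10 luminal-like and cluster 6 stromal-like. Clusters 12, 13 and 14 stayed unnamed. The names of fetal clusters 4, 5 and 9 depended on how the other clusters were averaged, and each was unnamed with an arithmetic mean. Cluster 9 was the largest fetal cluster, with 41.1% ± 3.67 (SD, n = 2) of fetal nuclei, and cluster 2 was the largest adult cluster, with 29.1% ± 5.09 (SD, n = 2) of adult nuclei. No nucleus of the 2465 and 2804 in the adult libraries fell in clusters 5 or 12, which held 21.3% ± 2.06 and 12.5% ± 2.93 (SD, n = 2) of fetal nuclei. No fetal nucleus fell in cluster 1, which held 11.5% ± 4.78 (SD, n = 2) of adult nuclei; the exact binomial 95% interval in fetal replicate 1 reached 0.417%.

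**Figure D1:**
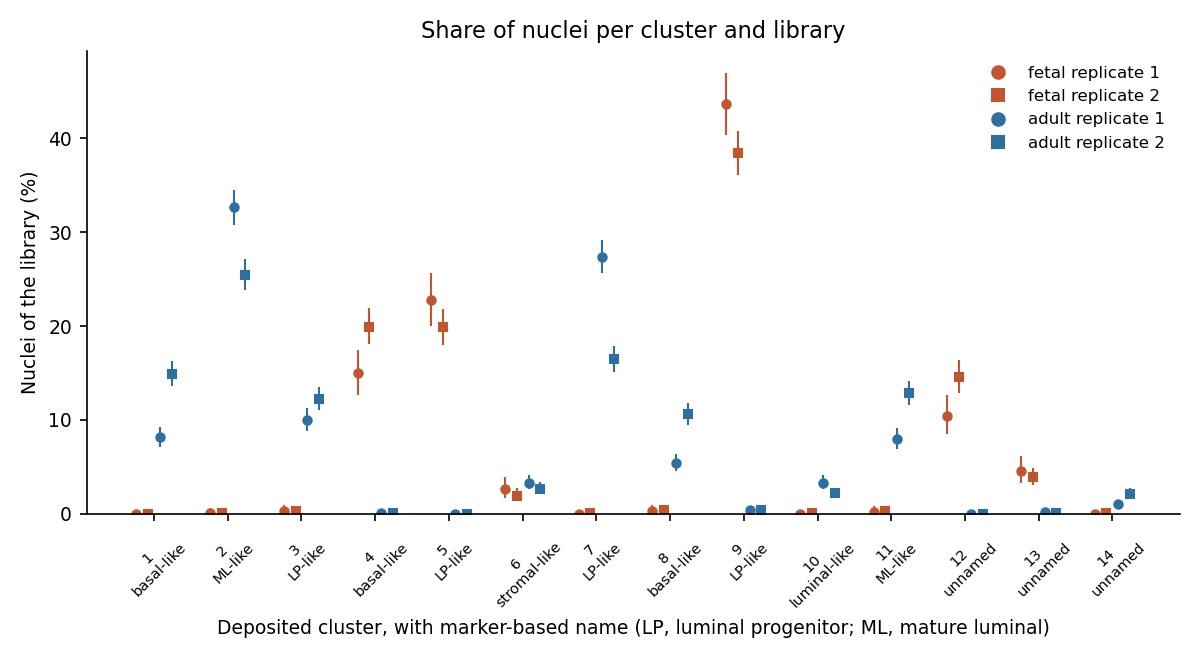
Share of nuclei (percent, vertical axis) in each of the 14 deposited clusters (horizontal axis) for fetal (orange) and adult (blue) libraries, with circles for replicate 1, squares for replicate 2 and bars for exact binomial 95% intervals, which cover counting error only. Clusters 4, 5, 9, 12 and 13 hold mostly fetal nuclei, and cluster 6 is the only one with a share of at least 1% in all 4 libraries.

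By class, basal-like nuclei made up 17.8% ± 3.57 (SD, n = 2) of fetal and 19.7% ± 8.41 (SD, n = 2) of adult nuclei, a difference smaller than either SD. Luminal progenitor-like nuclei made up 66.8% and 58.7% of the fetal libraries and 37.7% and 29.1% of the adult libraries. Mature luminal-like nuclei made up 40.6% and 38.3% of the adult libraries, against 3 of 882 and 7 of 1695 nuclei in the fetal libraries. Stromal-like nuclei made up 2.28% ± 0.467 (SD, n = 2) of fetal and 3.00% ± 0.461 (SD, n = 2) of adult nuclei. Unnamed nuclei made up 16.7% ± 2.52 (SD, n = 2) of fetal and 1.72% ± 0.649 (SD, n = 2) of adult nuclei. These shares are described without a test. The exact two-sided permutation test chosen for them cannot give a p under 0.333 with 2 against 2 libraries. That floor does not hold for tests that assume a distribution, and none was run on the shares. Restricting the count to nuclei at or above the median depth moved the luminal-like adult share from 2.75% to 4.67%.

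Clusters also differed in depth and in where their reads fell. Median reads per nucleus ranged from 4037 in cluster 1 to 9090 in cluster 10, and cluster 14 had the next highest median, 8031. The median share of reads in promoter regions ranged from 18.5% in cluster 8 to 27.3% in cluster 7. Adult basal-like, luminal progenitor-like and mature luminal-like nuclei each lay mainly in a pair of clusters that differed in this share. The median was 18.5% in cluster 8 and 25.4% in cluster 1 (basal-like), 20.9% in cluster 3 and 27.3% in cluster 7 (luminal progenitor-like), and 19.4% in cluster 11 and 24.6% in cluster 2 (mature luminal-like).

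**Figure D2:**
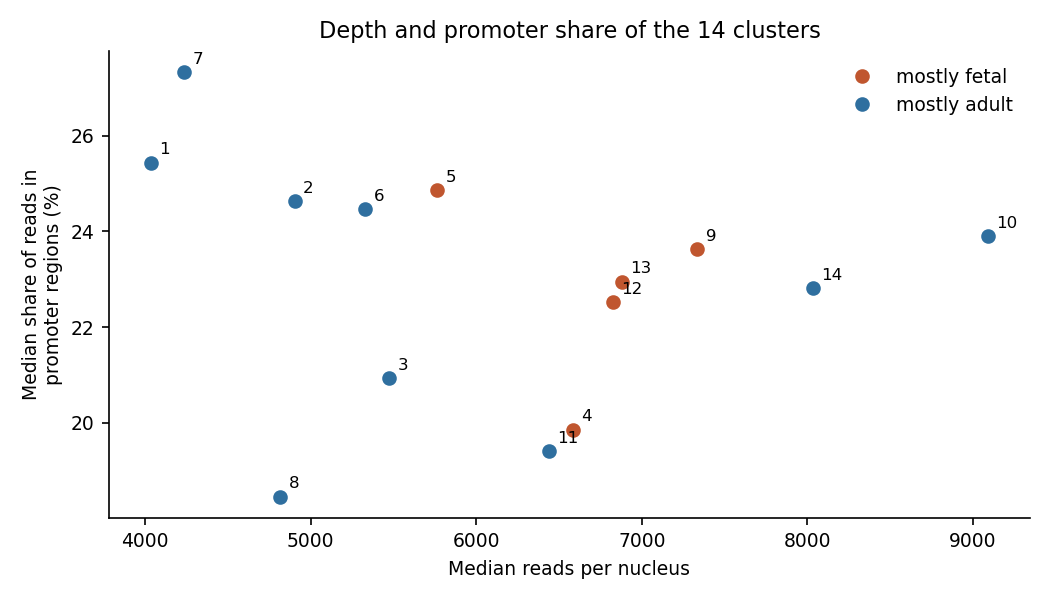
Median share of reads in promoter regions (percent, vertical axis) against median reads per nucleus (horizontal axis), 1 point per deposited cluster, orange for clusters of mostly fetal and blue for clusters of mostly adult nuclei, with cluster numbers beside the points. Clusters 10 and 14 have the most reads, and clusters 8, 11 and 3 lie below clusters 1, 2 and 7 in promoter share.

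Accessibility of distal regions differed widely between the stages. Of 122865 distal regions with enough reads, 43423 (35.3%) passed a Benjamini-Hochberg adjusted p of 0.05 in the edgeR quasi-likelihood test, 20351 higher in fetal and 23072 higher in adult nuclei. The median absolute log2 fold change of these regions was 1.99. A filter at a mean of 50 reads per library changed the count most, to 15301 of 28608 regions tested, and DESeq2 called 24872, all of them among the 43423. Clusters were nearly specific to a stage, so this comparison cannot tell differences in cell composition from differences within cell types.

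Of the named distal regions, 7 held no read in the listed nuclei of a stage, so their fitted log2 values are set by that zero and their order is not determined. Counts and folds below hold for listed nuclei only, and the folds of these regions are set against 3 reads over the stage without reads. Both ends of a fragment were listed, so an absence of reads leaves room for more than 3. The true lower bounds are therefore smaller than these folds. A region higher in fetal nuclei lay on chromosome 2 from 29506019 to 29507018, inside the span of Med27. It held 67 and 171 reads in the fetal libraries and none in the adult libraries. This is 122-fold higher against 3 adult reads (edgeR adjusted p = 1.74e-13). On chromosome 18, the region from 55101487 to 55102486, between genes and nearest to Zfp608, held 55 and 190 fetal reads and no adult read. This is 126-fold higher against 3 adult reads (edgeR adjusted p = 2.54e-13). The other named rises were on chromosome 3 from 96012486 in Vps45, chromosome 9 from 49102072 in Tmprss5 and chromosome 17 from 31355709 nearest to Slc37a1. Their log2 fold changes were 6.63 (SE 0.392), 6.37 (SE 0.396) and 5.74 (SE 0.464). These SE values understate counting error, since the regions held only 6, 7 and 6 adult reads. Fetal levels in these were 47.8 ± 7.37, 46.2 ± 6.01 and 25.5 ± 2.13 CPM (SD, n = 2), against 0.444 ± 0.112, 0.484 ± 0.427 and 0.444 ± 0.112 in adult libraries. All 5 named falls had no fetal read. One lay on chromosome 3 from 85579516 to 85580515, in Gatb, with 246 and 248 adult reads. It was 107-fold lower in fetal nuclei against 3 reads (edgeR adjusted p = 7.72e-14). A region on chromosome 6 from 108158506 to 108159505, in Sumf1, had 206 reads in each adult library, 89.3-fold lower in fetal nuclei against 3 reads. The remaining falls, also against 3 reads, were on chromosome 12 from 10902094 nearest to Kcns3 (67.6-fold) and chromosome 15 from 93860553 nearest to Prickle1 (70.2-fold). The last was on chromosome 10 from 71895062 nearest to Ipmk (66.5-fold). Over every barcode of the files, the Med27, Zfp608 and Gatb regions held 4, 2 and 2 reads of the stage without reads, with log2 fold changes of 6.51, 7.41 and -7.38, and each of these 7 regions had reads of that stage within 5000 bases on both sides.

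Promoter regions differed less often. Of 18570 tested, 3992 (21.5%) passed an edgeR adjusted p of 0.05, with 1954 higher in fetal and 2038 higher in adult nuclei and a median absolute log2 fold change of 1.02. Leaving out fetal replicate 2 changed the count most, to 2514, and DESeq2 called 2622. The largest rise was in a region on chromosome 12 from 26416343 to 26417342, between genes and nearest to Rnf144a, at 43.1 ± 7.94 CPM in fetal and 2.04 ± 0.548 in adult libraries (SD, n = 2), with a log2 fold change of 4.38 (SE 0.392, edgeR adjusted p = 6.14e-14). A region on chromosome 17 from 23683980 to 23684979 holding an end of Cldn9 had 50.7 ± 1.94 CPM in fetal and 2.59 ± 0.666 in adult libraries (SD, n = 2), a log2 fold change of 4.24 (SE 0.351, edgeR adjusted p = 3.03e-15). Regions in Ppfibp1 and Masp1 and one nearest to Il12a rose by log2 fold changes of 3.41, 3.31 and 3.15. Among falls, a region on chromosome X from 108664445 to 108665444 holds an end of Gm379 and is otherwise nearest to Brwd3. It had 69 and 142 adult reads and no fetal read, 46.4-fold lower in fetal nuclei against 3 reads. Over every barcode, this region too had fetal reads within 5000 bases on both sides. The other named falls were a region in Rnf224, regions nearest to Pxylp1 and Pgr, and a region holding an end of Rptn. Their log2 fold changes were -5.59 (SE 0.474), -5.35 (SE 0.412), -5.19 (SE 0.481) and -4.51 (SE 0.509), with only 4, 6, 5 and 6 fetal reads in all. At so few reads these SE values understate counting error. In the Pgr and Rptn regions all fetal reads came from replicate 2, so these sizes rest on a few reads of 1 library, and the fitted values without it were -9.81 and -9.38.

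Of 20 genes fixed in advance, 11 had a promoter region that holds an end of the gene, and 10 of these had enough reads for the test. Krt5, Trp63, Elf5, Foxa1, Prlr, Lin28b, H19, Csn2 and Wap had no such region in the list, and the Pgr region held 2 fetal and 29 adult reads. In the edgeR test, 6 of the 10 differed, and the number was 6 when adjusted over the list alone. The Sox11 promoter, on chromosome 12 from 27341816 to 27342815, was at 100.2 ± 0.860 CPM in fetal and 15.8 ± 0.567 in adult libraries (SD, n = 2), a log2 fold change of 2.65 (SE 0.204, edgeR adjusted p = 1.82e-16). Sox10 followed with 1.41 (SE 0.238, edgeR adjusted p = 5.73e-06), Igf2bp1 with 1.33 (SE 0.330), Krt14 with 1.08 (SE 0.224) and Kit with 0.70 (SE 0.185). Without fetal replicate 1 the Igf2bp1 difference did not pass the threshold (log2 0.97), and without fetal replicate 2 the Kit difference did not (log2 0.54). Krt8 was lower in fetal nuclei, with a log2 fold change of -0.39 (SE 0.141, edgeR adjusted p = 0.0377), and this call was lost under 8 alternatives. These included DESeq2 and leaving out adult replicate 1 (log2 -0.25), fetal replicate 1 (log2 -0.33) or fetal replicate 2 (log2 -0.45). Acta2, Krt18, Esr1 and Sox9 did not differ, with log2 fold changes between -0.45 and 0.27.

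**Figure D3:**
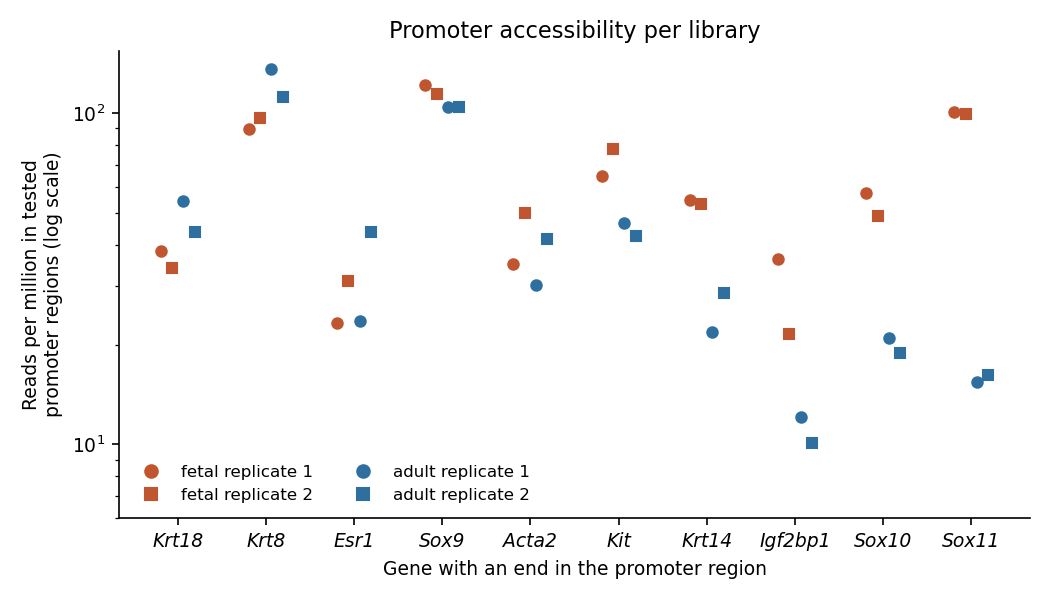
CPM in tested promoter regions (reads scaled to the library total, vertical axis, log scale) for the 10 tested promoters of the fixed gene list (horizontal axis, ordered by log2 fold change), with 1 point per library, orange for fetal, blue for adult, circles for replicate 1 and squares for replicate 2. The fetal points of Sox11 lie at 100.8 and 99.6, above the adult points at 15.4 and 16.2, while the points of Esr1, Acta2 and Krt18 lie close together or overlap.

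Mean motif scores of the libraries correlated across motifs at r = 0.982 (fetal) and 0.922 (adult) within stages and at -0.976 to -0.953 between stages. The scores are centred over all nuclei, so the values of the stages mirror each other, and motifs are not independent. Of 427 motifs, which form 388 distinct score columns, 290 differed in limma at a Benjamini-Hochberg adjusted p of 0.05, with 138 higher in fetal and 152 higher in adult nuclei. Leaving out adult replicate 1 lowered the count most, to 209. The largest rises in fetal nuclei were Nfix with a score difference of 2.39 (SE 0.162), Sox9 with 1.72 (SE 0.0702), Sox4 with 1.65 (SE 0.0675), Nfic with 1.37 (SE 0.127) and Sox12 with 1.24 (SE 0.0737). The largest falls were Smarcc1 with -3.51 (SE 0.0764), Fos with -3.33 (SE 0.0880), Bach1 with -2.95 (SE 0.0694), Fosb with -2.80 (SE 0.0708) and Bach2 with -2.74 (SE 0.0673). The Fos score averaged -2.29 ± 0.158 in fetal and 1.04 ± 0.0861 in adult libraries (SD, n = 2, limma adjusted p = 4.93e-06). Library means pool clusters that were nearly specific to a stage, so cell composition can contribute to these differences. The median Fos score was -5.74 and -4.15 in fetal clusters 5 and 12, and 2.54 and 2.80 in adult clusters 2 and 11. In basal-like clusters it was 0.00109 (fetal cluster 4), 0.447 and -0.258 (adult clusters 1 and 8). In luminal progenitor-like clusters besides cluster 5 it was -0.829 (fetal cluster 9), -0.633 and -0.255 (adult clusters 3 and 7). A motif score does not tell which protein binds, of the named family or another, so the 5 falls need not stand for separate regulators.

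**Figure D4:**
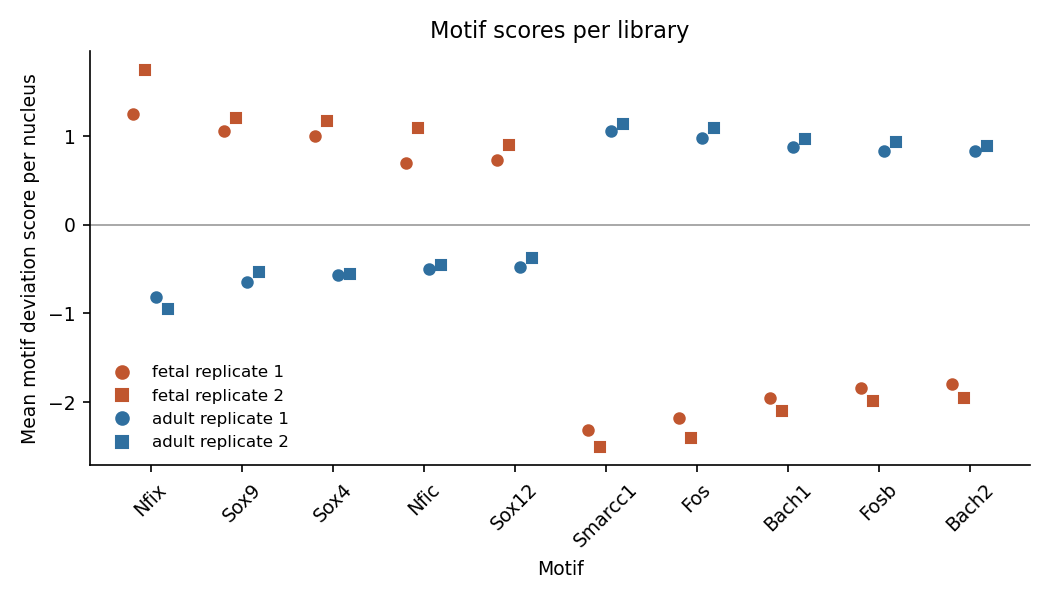
Mean motif deviation score per nucleus (vertical axis) in each library for the 10 named motifs (horizontal axis), orange for fetal and blue for adult libraries, circles for replicate 1 and squares for replicate 2. Fetal points lie above adult points for Nfix, Sox9, Sox4, Nfic and Sox12 and below them for Smarcc1, Fos, Bach1, Fosb and Bach2.

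Of the motifs fixed in advance, 18 had a column and TFAP2C and GRHL2 had none. In limma 12 of the 18 differed, 7 higher and 5 lower in fetal nuclei, and the number was 12 when adjusted over the list alone. Besides Nfix, Sox9 and Nfic, the rises were Nfib (1.06, with the same scores as Nfia), Sox10 (0.65), Lef1 (0.39) and Mef2c (0.36). The falls were Foxa1 (-2.65), Esr1 (-1.05), Runx1 (-0.71, with the same scores as Runx3), Pgr (-0.27) and Stat5a (-0.21). Without adult replicate 1 the Stat5a difference of -0.19 did not pass the threshold. The reference motif Ctcf differed by 0.275 (SE 0.106, limma adjusted p = 0.0629), more in size than the called Pgr and Stat5a motifs. Calls of that size therefore need caution. Trp63, Elf5, Ehf, Stat5b, Tead4 and Ctcf did not pass the threshold. Of these, Trp63 (0.65), Elf5 (-0.48) and Ehf (-0.43) passed without adult replicate 2, and Ctcf (0.42) without fetal replicate 2.

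Stage differences were also tested within a class, on distal reads. Among luminal progenitor-like nuclei, 15048 of 60254 regions differed between fetal and adult sums in the edgeR test, 6879 higher in fetal and 8169 higher in adult nuclei. Without fetal replicate 2 the number was 9788, the largest move among the alternatives. Among basal-like nuclei, 2994 of 27917 regions differed, 1362 higher in fetal and 1632 higher in adult nuclei. This count rested on single libraries. Without adult replicate 1, edgeR called 0 of 31232 regions, with 3854 at an unadjusted p under 0.05, and DESeq2 called 122. Without adult replicate 2 the edgeR count was 1569 and without fetal replicate 2 it was 1535. Scaling by total reads shifted the median log2 fold change of all basal-like regions to -0.23 and gave 980 higher and 2232 lower regions. Nearly all fetal and adult nuclei of these classes lay in different clusters, so cluster and stage largely coincide within a class.

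The effect of stage differed between these classes in 1903 of 45093 regions by the interaction term of the edgeR fit, with the fetal-over-adult change higher in basal-like nuclei in 919 and lower in 984. The 8 sums come in pairs from the same library, and with each library as a block, a fit chosen after this number was seen, 1082 regions were called, 1077 of them among the 1903. Leaving out a library lowered this number to 170 (adult replicate 1), 152 (adult replicate 2), 345 (fetal replicate 1) and 511 (fetal replicate 2). Across 23800 regions tested in both classes, the stage changes of the classes correlated at r = 0.475, over regions that are not independent. Of 1287 regions called in both classes, 1241 changed in the same direction and 46 in opposite directions.

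The deposited gene accessibility scores were described over all nuclei together, since their columns name no sample. They covered 11327 genes, and the median gene had a score of 0 in 93.2% of the 7846 columns. Among fixed genes the mean score was 23.2 for Krt8, 17.7 for Krt18, 16.1 for Foxa1 and 13.0 for Krt14. It was 0.127 for Wap, which had a score of 0 in 99.8% of columns. These are single pooled values on a scale that was not stated.

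Co-accessibility scores were given for 6359756 pairs among 164591 regions, each pair in both directions, at distances from 1001 to 500890 bases. Scores ran from -0.609 to 0.809, and 3149152 pairs had a score of 0. Above a score of 0.25 there were 32718 pairs (0.514%), with a median distance of 110394.5 bases against 176624.5 for all pairs. Of these, 27141 (83.0%) joined 2 distal regions, 4173 (12.8%) a promoter and a distal region, and 1404 (4.29%) 2 promoter regions. Among all pairs the shares were 77.4%, 20.4% and 2.13%. A threshold of 0.1 gave 166957 pairs and a threshold of 0.5 gave 1467. How the shares compare with all pairs depended on the threshold. Pairs of 2 distal regions made up 73.9% above 0.1 and 89.8% above 0.5. Pairs of 2 promoter regions made up 6.88% and 1.23%. Only the share joining a promoter and a distal region lay below that of all pairs at each threshold (19.2% above 0.1 and 9.00% above 0.5). The table has no value per library, so the scores have no replicate error.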

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

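The fits without cluster 5, with thinned class sums and with each library as a block, and the comparison of class differences by stage, were chosen after the number of regions with a class-dependent stage effect had been seen.

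The stage effect differed between basal-like and luminal progenitor-like nuclei in 1903 of 45093 distal regions. What drew attention is that the difference itself passed a test, the interaction term of the edgeR quasi-likelihood fit, with 919 regions in which the fetal-over-adult change was higher in basal-like nuclei and 984 in which it was lower. The number rests on all 4 libraries. It was 170 without adult replicate 1, 152 without adult replicate 2, 345 without fetal replicate 1 and 511 without fetal replicate 2.

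A first technical explanation is the naming of clusters, since fetal cluster 5, with low AP-1 motif scores, was placed in the luminal progenitor-like class while cluster 12, also low in these scores, stayed unnamed. Without cluster 5 the fit called 1522 regions, of which 1382 were among the 1903, which argues against this cluster as the whole cause. A second is unequal depth of the class sums. After thinning all 8 sums to 410440 reads, 183 of 7682 regions with enough reads were still called, 162 of them among the 1903, so unequal depth is not the whole cause. Only 546 of the 1903 had enough reads for that fit, and most of these lost their call, as a loss of depth alone can also bring about, so for the other regions unequal depth stays open. Another is that both class sums of a library share that library's handling. With each library as a block, 1082 regions were called, 1077 of them among the 1903.

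A remaining description is that the classes differ less from each other in fetal than in adult nuclei. In 1705 of the 1903 regions, 89.6%, the difference between the class sums was larger in adult than in fetal nuclei, where equal contrast would give a share near 50%. This may reflect lineages that are less separated before birth, but it may equally reflect fetal clusters that are named less cleanly, since the names of fetal clusters 4, 5 and 9 depended on how the other clusters were averaged. Nearly all fetal and adult nuclei of these classes lay in different clusters, so a change within cells of 1 type and a replacement by another type cannot be told apart by these data. A biological difference between the stages therefore stays open and untested.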

How the results depend on the processing

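The alternatives without cluster 5, with cluster 12, with thinned class sums, with each library as a block and with DESeq2 without adult replicate 1 were chosen after the results were seen, and the others beforehand.

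Counts of called regions and motifs, and described shares, moved by less than 1.5 times or less than the SD between replicates in 59 alternative values and by more in 29. A further 40 could not move beyond these limits: leaving out 1 of 2 libraries shifts a stage mean by less than their SD, and no line was repeated. For distal regions, DESeq2 called 24872 regions, a minimum mean of 50 reads 15301 and reads thinned to the smallest library 25362, against 43423. The filter and the thinning left fewer regions to test, 28608 and 65814 against 122865. For promoter regions DESeq2 called 2622 against 3992. Under DESeq2 all 24872 distal calls and all 2622 promoter calls were among those of edgeR, and the cause of the lower number was not tested. Median-of-ratios size factors, total reads, no filter, counting nuclei in place of reads, and every barcode of the file gave 34790 to 46726 distal and 3321 to 4237 promoter calls.

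Leaving out each library in turn gave 30355 to 42172 distal calls, 2514 to 3057 promoter calls, 209 to 265 motifs, 0 to 3904 basal-like, 9788 to 14328 luminal progenitor-like and 152 to 511 interaction calls. The lone library left at a stage is then assumed to vary as the other stage does. The lowest basal-like count was without adult replicate 1 (0 by edgeR, with 3854 at an unadjusted p under 0.05, and 122 by DESeq2). The lowest luminal progenitor-like and promoter counts were without fetal replicate 2 and the lowest interaction count without adult replicate 2. Among calls shared with the full data, only 1 promoter region changed direction, without adult replicate 1.

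DESeq2 called 1464 basal-like regions against 2994, and adding cluster 12 gave 7074. Cluster 12 adds fetal reads, and other causes were not tested. For the interaction, thinned class sums gave 183 of 7682 tested regions, and each library as a block gave 1082, against 1903. Total reads in place of TMM factors gave 980 higher and 2232 lower basal-like regions (30.5% higher, against 45.5%) and shifted the median of all basal-like regions to -0.23 and that of the interaction to -0.11. The direction of a small basal-like change is therefore relative to the scaling. With an arithmetic mean as reference for the cluster names, too few fetal nuclei would keep a class name for any class or interaction fit.

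Among nuclei at or above the median depth, the adult share was 4.67% luminal-like, 44.3% mature luminal-like and 2.66% unnamed, and the fetal mature luminal-like share was 0.290%. Counting a read by its midpoint gave 21.4% for the fetal promoter share, 38.6% for the adult and 37.4% for the fetal distal share, as a stricter overlap must lower a share. Every barcode of the file gave a fetal distal share of 39.9%. Pairs of regions numbered 166957 above a score of 0.1, 1467 above 0.5 and 65436 when each listed line was counted, against 32718. These follow from the thresholds and from each pair being listed in both directions.

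The 20 named regions kept their call and direction in all 260 values computed, and the 10 tested promoters of the fixed list stayed on the same side of the threshold in 120 of 130, with Krt8 below the threshold in 8, Kit in 1 and Igf2bp1 in 1. Motifs stayed on the same side in 189 of 200. Trp63 and Ctcf passed the threshold in 3 alternatives each and Elf5 and Ehf in 2 each, while Stat5a fell below it in 1. Without passing the threshold, the sign changed for Acta2 without fetal replicate 2 (log2 -0.04), for Esr1 without adult replicate 2 (log2 0.24) and for the Tead4 motif in 3 alternatives (-0.20 to -0.03). The 20 named regions, and the motifs named for the largest changes, were chosen from these same data. Their stability was largely set by that choice and is no independent evidence.

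Libraries of equal replicate number did not clearly deviate together. The correlation of their deviations was 0.0552 over distal and 0.0706 over promoter regions with a mean of at least 50 reads, and 0.449 over motifs, and with only 2 pairs this does not show that the numbers pair the samples. With the replicate number as a block, 40678 distal regions, 4294 promoter regions, 313 motifs, 2938 basal-like, 14048 luminal progenitor-like and 1575 interaction regions were called, and of the named motifs Trp63 and Ctcf passed the threshold.

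The stage test of gene accessibility scores and all its alternatives were not run, because the columns of that table name no sample. Both depth and spread between libraries limit the class results. The basal-like sums of fetal replicate 1 held 242325 reads in tested regions, against 2329206 for all its nuclei, yet leaving out that library gave 3904 calls and leaving out adult replicate 1 gave 0. On simulated data 39.5% of 200 changes of log2 2 were called among 27917 basal-like regions, so regions not called there cannot be taken as unchanged.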

Other observations

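Of the tests in this part, those of read depth and number of pairs in clusters 10 and 14, of differences between libraries and of a shared gradient in the promoter share, of library, depth and distal share for the AP-1 scores, of the unlisted barcodes and of regions without reads were chosen after the result was seen.

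Clusters 10 and 14 held the most reads per nucleus among adult clusters. In cluster 10 markers of both finer luminal lists were raised (5 of 8 and 5 of 9), and in cluster 14 those of basal (6 of 10) and mature luminal nuclei (6 of 9). The depth of a single library does not account for it, because the median exceeded that of the other clusters by at least 1.57 times in both adult libraries. Barcodes that hold a nucleus of each of 2 classes are a candidate explanation. In distal regions specific to luminal progenitor-like nuclei, cluster 10 lay 45.2% of the way from mature luminal-like to luminal progenitor-like levels. In regions specific to mature luminal-like nuclei it lay 54.8% of the way from luminal progenitor-like to mature luminal-like levels. Cluster 14 lay 40.7% of the way from mature luminal-like to basal-like levels in basal-like regions, and 56.1% of the way from basal-like to mature luminal-like levels in mature luminal-like regions. A cell of a single mature class would lie near 0% or 100%, whereas a mixed nucleus or an intermediate cell would lie between. Depth was lower than that of simulated pairs, with ratios of 0.823 for cluster 10 and 0.749 for cluster 14, and above that of single nuclei, which leaves the matter open. The number of pairs that random indexing gives was computed for a mature luminal-like nucleus with a luminal progenitor-like or a basal-like nucleus. Pairs of other classes were not counted. The 143 adult nuclei of cluster 10 and 84 of cluster 14 were 1.91 times these pairs among the listed nuclei. They were 0.509 times the 446.4 such pairs expected if every sorted nucleus had given usable reads. How many did was not known, so doublets and an intermediate state cannot be told apart here.

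Adult basal-like, luminal progenitor-like and mature luminal-like nuclei each lay mainly in a pair of clusters with a different share of reads in promoter regions, and the share was lower in clusters 8, 3 and 11 than in clusters 1, 7 and 2 in 6 of 6 comparisons within a library. The smallest difference within a library was -4.57 percentage points, so a difference between libraries is excluded. Among nuclei of middle depth (3433.5 to 8880 reads) the smallest difference was -5.49 points, which argues against depth as the whole cause. That band is wide beside the depth difference of the paired clusters, so depth was narrowed but not matched. The cluster with the lower share was also the deeper in 6 of 6, so depth is not excluded. A quality gradient shared by these classes may remain. Motif score differences between the paired clusters correlated between classes at 0.0333 to 0.524 across 427 motifs, and that range does not decide. Whether these are cell states or a split by library quality stays open.

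Fetal clusters 5 and 12 had much lower AP-1 motif scores than fetal clusters 9 and 4. The mean Fos score was -5.45 and -6.39 in cluster 5 of the 2 fetal libraries and -1.09 and -0.97 in cluster 9. The difference closest to 0 within a library was -3.77 over both pairs of clusters, -3.79 among nuclei of middle depth and -3.63 among nuclei matched on the distal share of reads. These values argue against library, depth and distal share as the cause. A response of immediate-early genes during tissue handling is a further candidate explanation. Over 15 such genes, read counts in gene spans were lower, not higher, in the clusters with high AP-1 scores, with a median log2 ratio of -0.22, at percentile 0.06 among 10000 random lists of equal size matched on reads per gene, and 3 of 15 were higher. That is the opposite of what such a response would give, as far as accessibility of gene spans can show it. Clusters 5 and 12 held 22.8% and 10.4% of nuclei in fetal replicate 1 and 19.9% and 14.6% in fetal replicate 2. Clusters made by the authors from these nuclei may separate on the same signal, so a distinct fetal state stays a hypothesis that was not tested on other data.

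Outside the lists of nuclei, 164 barcodes held at least as many reads as the lowest listed nucleus, 137 of them in adult replicate 2, and up to 76077 reads. Their median share of reads in promoter and distal regions together was 15.2% to 21.2% per library, against 64.1% to 68.4% for listed nuclei. All of them, 100%, lay below the first percentile of listed nuclei of their library, which is consistent with a filter on the share of reads in regions, applied by the authors. No biological explanation was tested.

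Pairs of regions with a high co-accessibility score followed the stage difference. Of 19758 pairs above 0.25 with both regions called between the stages, 19492 (98.7%) changed in the same direction, against 53.2% of distance-matched pairs with scores near 0. Scores computed over fetal and adult nuclei together may thus reflect the stage of a nucleus as well as contact or shared regulation within a cell type, and the pooled table cannot separate these.

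Over every barcode of the files, all 8 named regions without a read in the nuclei of a stage had reads of that stage nearby. These lay within 5000 bases on both sides and argue against a loss of the whole neighbourhood where they were many, as beside the Med27 region (20 and 14). Only 2 reads lay left of the region nearest to Ipmk and 4 right of that nearest to Prickle1. So few could also come from misassigned barcodes, so a wider loss is not excluded for all 8 regions. Nor is a short deletion excluded in the animals of that stage, an outbred strain. Over every barcode, 3 of the 8 regions themselves held reads of that stage, 4 in the region in Med27, 2 in that nearest to Zfp608 and 2 in that in Gatb, each in replicate 2 alone, and the other 5 held none. The log2 fold changes of these 3 regions over every barcode were 6.51, 7.41 and -7.38. These reads go against a deletion in all animals of that stage there, but so few could also come from misassigned barcodes. A deletion that may differ between the animals therefore cannot be told apart from closed chromatin.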
